A study of Mus musculus with 6 samples.

How the data were processed

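RNA was measured by sequencing in 6 samples of mouse embryonic stem cells, 3 treated with the BAF inhibitor BRD-K98645985 in DMSO and 3 with DMSO alone, grouped by the treatment named in their labels. Reads were trimmed, aligned, counted and compared with software that the submitters' processing notes list as Trimmomatic, STAR, HTSeq and DESeq2, without versions, and the genome build named there is mm10. The strand setting of the counting, the gene annotation and any shrinkage of fold changes were not given in the sources used here. RNA was extracted as total RNA, per the labels' protocols, and whether polyadenylated RNA was selected was not given in the sources used here.

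The deposited values are the authors' own comparison, a log2 fold change with its standard error on the log2 scale, per the file headers. The headers name inhibitor against mock, and mock was taken here to be the DMSO samples. The adjusted p-value of each gene is also the authors', per the file headers, and the method of adjustment is not named there. No values per sample were used here, so the depth of each sample is unknown, and no replicate was compared with another. The fit was therefore not repeated from counts. The count-based tests chosen before the data were examined were not run, and the version of the design written for a comparison table was used in their place.

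The table holds 24421 gene symbols. Of these, 5107 have no values, 19314 have a fold change and 17468 also have an adjusted p-value; the last are called the tested genes. The tested genes' adjusted p-values were recomputed as Benjamini-Hochberg values of the two-sided normal p of the fold change over its standard error (the z statistic). They differed from the deposited p-values by at most 0.00212 on the log10 scale, and 0 calls differed. The smallest unadjusted p among the 1846 genes with a fold change and no adjusted p was 0.191. Their largest standard error was 0.219, against 0.365 among the tested genes. A gene was called when its adjusted p was under 0.05, which corresponded to a z of at least 2.28. The median log2 fold change of the tested genes was 0.0154. Symbols that a spreadsheet had turned into dates (27, of which 25 tested and 14 called) entered the counts and are not named.

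Symbols were matched to a RefSeq gene table of assembly GRCm38.p6, the same build as mm10, for positions and older names, and 24274 of them (99.4%) matched. Positions are 1-based. GC content and length were those of the longest transcript of each gene in GENCODE release vM21 and covered 99.0% of the tested genes.

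Before the data were examined, 29 gene lists with 750 entries in all were fixed, for pluripotency, lineages, chromatin complexes, metabolism, stress, signalling, other cell types and RNA quality. Each list was described by the number of members called in each direction, over all genes and adjusted over the list alone (Benjamini-Hochberg over its members). Each was also tested by the competitive test cameraPR of limma on the z statistics with an inter-gene correlation of 0.01, and by Fisher's exact test of the share of called members, both two-sided and Benjamini-Hochberg adjusted over 28 lists. The mitochondrially encoded genes had 0 tested members and were not tested. The correlation between genes could not be estimated without values per sample, so a correlation of 0.05 was the alternative, and the self-contained test fry was not run. Lists share members, so their results are not independent.

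Named genes followed a rule fixed in advance: the 10 largest rises and 10 largest falls among called genes, the 5 smallest p-values in each direction, the 4 called members with the smallest p-values in each list, and Smarca4, Smarca2, Arid1a, Arid1b, Pou5f1, Sox2 and Nanog. The parts of the rule that asked for a mean of at least 50 normalized counts and for separation of the samples could not be applied. Some genes that the rule selects are not reported here. Values of genes with near-identical copies, and of antisense genes, are uncertain; the text marks some of them and no search for copies was run. Genes and lists are described relative to DMSO, the control measured in the same way.

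Alternatives were adjusted p thresholds of 0.01 and 0.1, minimum changes of 1.5-fold and 2-fold, Benjamini-Hochberg adjustment over all genes with a fold change, and, for the set tests, a correlation of 0.05, ranks, log2 fold changes in place of z, and lists without shared members. For further tests, the trend of fold changes on GC content and transcript length was removed with natural splines of 5 degrees of freedom each. Neighbouring genes were adjacent tested genes on a chromosome whose annotated spans do not overlap, and directions were shuffled 100000 times over called genes. Intervals of shares are exact (Clopper-Pearson) and those of medians come from 10000 bootstrap draws of the genes.

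The calls were tested on simulated data for the comparison of inhibitor with DMSO, with 17468 genes carrying the real standard errors. Of 100 genes changed by 0.5 on the log2 scale 48 were recovered, and of 100 changed by 1 82 were recovered. Unchanged genes made up a share of 0.0441 of the 136 calls. Far fewer genes were changed there than were called in the data (7876), which makes the Benjamini-Hochberg cutoff stricter. The recovered shares therefore do not give the recovery in the real comparison. In the set test, 2 of 2 lists shifted by 0.5 and 0 of 26 others were called, and 100 draws without any shift gave 2 calls in 2800 tests. These simulations draw genes independently and so do not test the assumed correlation. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.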

Results

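RNA sequencing compared mouse embryonic stem cells, labelled E14, after treatment with the BAF inhibitor BRD-K98645985 or with its solvent DMSO. BAF is a multisubunit complex that remodels chromatin with the energy of ATP, and the ATPase subunit is encoded by Smarca4 or Smarca2. There were 3 samples in each group. The labels number the samples of a group and do not say whether they came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. Dose and duration of treatment were not given in the sources used here. The values analysed were those of the authors' own comparison of the groups, which holds a log2 fold change, its standard error (SE) and an adjusted p-value per gene. Sequencing depth and the level of each gene per sample are unknown from it. Positive values are higher with the inhibitor throughout.

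The comparison asked which transcripts change when BAF is inhibited in stem cells. Of 28 pluripotency genes tested, 26 rose (set test adjusted p = 6.79e-38). Of 26 genes on a list of cholesterol synthesis genes and SREBP2 targets, 22 rose (set test adjusted p = 1.04e-18). The 5 genes with the smallest p-values among the rises were, in the authors' deposited table, Pipox at 2.92 (SE 0.08, adjusted p = 9.55e-286), Enox1 at 4.34 (SE 0.12, adjusted p = 4.14e-283), Pim2 at 2.99 (SE 0.09, adjusted p = 3.3e-261), Zfp42 at 2.13 (SE 0.06, adjusted p = 1.99e-236) and Dnmt3b at 2.20 (SE 0.07, adjusted p = 1.34e-232). Pipox is a peroxisomal oxidase of pipecolic acid and sarcosine, Pim2 a serine/threonine kinase, Zfp42 (also called Rex1) a marker of naive pluripotency, and Dnmt3b a de novo DNA methyltransferase. The corresponding falls in the authors' deposited table were Cyr61 at −2.50 (SE 0.09, adjusted p = 1.66e-178), Grb10 at −1.87 (SE 0.08, adjusted p = 2.36e-121), Gpx3 at −1.72 (SE 0.08, adjusted p = 6.88e-113), Mcam at −1.44 (SE 0.06, adjusted p = 3.22e-112) and Whsc1 at −1.32 (SE 0.07, adjusted p = 5.46e-86). Cyr61 encodes a secreted matricellular protein, Grb10 an imprinted adaptor of insulin signalling, Gpx3 a secreted glutathione peroxidase, Mcam a cell adhesion molecule and Whsc1 a histone methyltransferase.

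In mm10 coordinates of the RefSeq annotation, Pipox lies on chromosome 11 from 77880614 to 77893872 and Enox1 on chromosome 14 from 77156248 to 77721763. Pim2 lies on chromosome X from 7878306 to 7883432, Zfp42 on chromosome 8 from 43295067 to 43307009 and Dnmt3b on chromosome 2 from 153649411 to 153687730. Cyr61 lies on chromosome 3 from 145646971 to 145649985, Grb10 on chromosome 11 from 11930499 to 12037428, Gpx3 on chromosome 11 from 54902854 to 54910387, Mcam on chromosome 9 from 44134658 to 44142727 and Whsc1 on chromosome 5 from 33820676 to 33897966. All 10 are annotated as protein-coding genes.

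Of 17468 genes with an adjusted p-value in the authors' deposited table, 7876 (45.1%) passed an adjusted p of 0.05, 4056 higher and 3820 lower with the inhibitor, while 9592 did not pass. The rises made up 51.5% of the called genes. Most called changes were small as deposited, and any shrinkage by the authors would understate some of them. The median called rise was 0.564 on the log2 scale, or 1.48-fold, and the median called fall had a size of 0.499, or 1.41-fold. A change of at least 2-fold was reached by 1023 of the rises (25.2%, exact 95% interval 23.9 to 26.6) and by 569 of the falls (14.9%, 13.8 to 16.1). Among the 1592 genes called at 2-fold or more, 64.3% were rises, against 51.5% of all called genes. At 1.5-fold or more, 3544 genes were called, 1965 of them higher and 1579 lower.

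**Figure D1:**
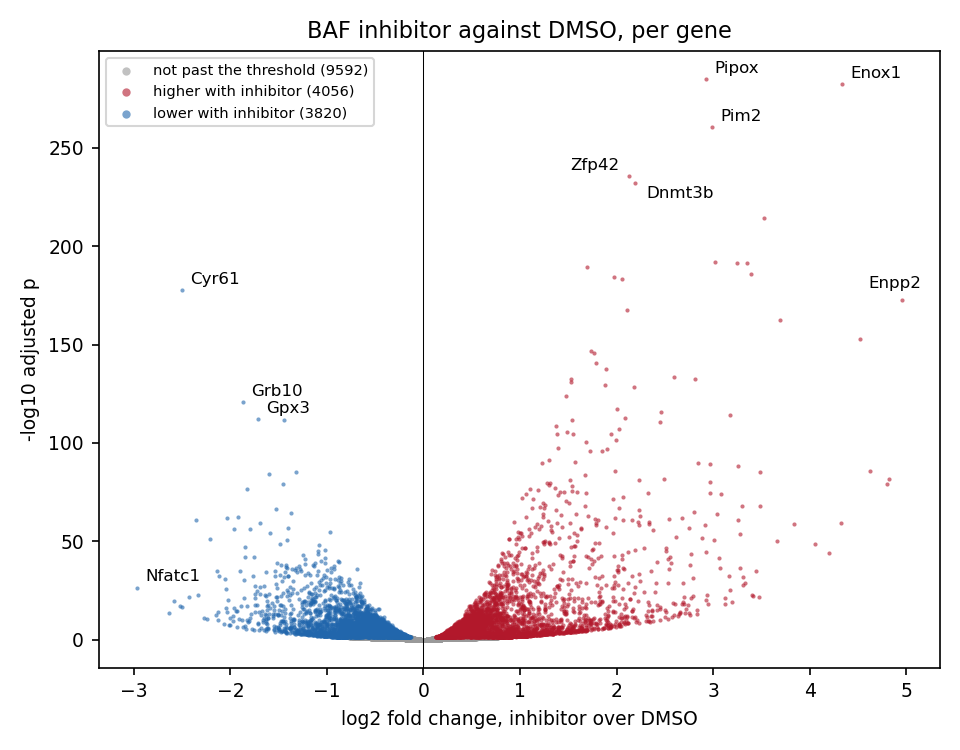
Each point is 1 of the 17468 tested genes, with its log2 fold change (inhibitor over DMSO) on the horizontal axis and −log10 of the adjusted p on the vertical axis. The 4056 rises are red, the 3820 falls blue and the 9592 genes that did not pass grey; the rises extend to 4.95 and the falls to −2.97.

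Ranked by size in the authors' deposited table, the 10 largest rises included Enpp2 at 4.95 (SE 0.17), Aoah at 4.82 (SE 0.25), Platr7 at 4.80 (SE 0.25), Cdhr1 at 4.63 (SE 0.23), Enox1 at 4.34, Myh13 at 4.32 (SE 0.26), Tgm3 at 4.20 (SE 0.29), Tmprss13 at 4.05 (SE 0.27) and Sgol2b at 3.84 (SE 0.23). Enpp2 encodes autotaxin, which makes lysophosphatidic acid, Cdhr1 a photoreceptor cadherin, Myh13 a myosin heavy chain of eye muscle, and Tgm3 an epidermal transglutaminase. Platr7 is a long noncoding RNA named for its association with pluripotency. The value of Sgol2b is uncertain, because its reads can be shared with a close copy. Enpp2 lies on chromosome 15 from 54838901 to 54952789, and Platr7 on chromosome 10 from 84547417 to 84553338.

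The falls were led in size by Nfatc1 at −2.97 (SE 0.27), Foxl2os at −2.63 (SE 0.33), Ano4 at −2.59 (SE 0.27), Scarf2 at −2.52 (SE 0.28) and Abcg4 at −2.50 (SE 0.29) in the authors' deposited table. Cyr61 at −2.50, Itpr2 at −2.43 (SE 0.24), Uggt2 at −2.36 (SE 0.14), Sox1 at −2.33 (SE 0.23) and Gja3 at −2.28 (SE 0.32) complete the 10 largest falls in the authors' deposited table. Nfatc1 is a calcium-regulated transcription factor, Sox1 a transcription factor of early neural cells, Itpr2 an intracellular calcium channel and Gja3 a gap junction protein. Foxl2os is a long noncoding RNA antisense to Foxl2, and since the strand setting of the counting was not given in the sources used here, its value is uncertain. Nfatc1 lies on chromosome 18 from 80606205 to 80713071 and Sox1 on chromosome 8 from 12395519 to 12399555.

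Most pluripotency factors rose. Of the 28 tested members of that list, 26 rose, 0 fell and 2 did not pass, and the counts adjusted over the list alone were the same. The median of the list was 0.77, and the competitive set test (cameraPR) placed it above other genes (adjusted p = 6.79e-38; adjusted p = 1.24e-20 with an inter-gene correlation of 0.05). By the authors' deposited table, the members with the smallest p-values were Zfp42 (2.13), Tcl1 (3.35, SE 0.11), Fgf4 (1.98, SE 0.07) and Nr0b1 (2.00, SE 0.09). The core factors had smaller rises than these members, which were picked by p-value, and the difference was not tested. The authors' deposited table gives Pou5f1 at 0.76 (SE 0.07, adjusted p = 2.28e-23), near the list median. It gives Sox2 at 0.51 (SE 0.08, adjusted p = 3.43e-09) and Nanog at 0.24 (SE 0.06, adjusted p = 2.29e-04). Fgf4 is a growth factor secreted by stem cells, Tcl1 a coactivator of AKT kinase and Nr0b1 an orphan nuclear receptor.

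Markers of the formative and primed epiblast, the state that follows naive pluripotency in the embryo, rose as well. Of 18 tested members 15 rose, 1 fell and 2 did not pass, with the same counts adjusted over the list alone, and the median was 1.30 (cameraPR adjusted p = 9.71e-27). Dnmt3b (2.20), Pou3f1 (3.53, SE 0.11), Zic2 (3.17, SE 0.14) and Foxd3 (3.48, SE 0.17) had the smallest p-values in the authors' deposited table. The member that fell was Cdh2, at −0.38 in the authors' deposited table, which encodes N-cadherin and was chosen for mention after its value was seen. The medians of the formative and the pluripotency list differed by 0.535, which did not pass a two-sided permutation test (p = 0.116).

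**Figure D2:**
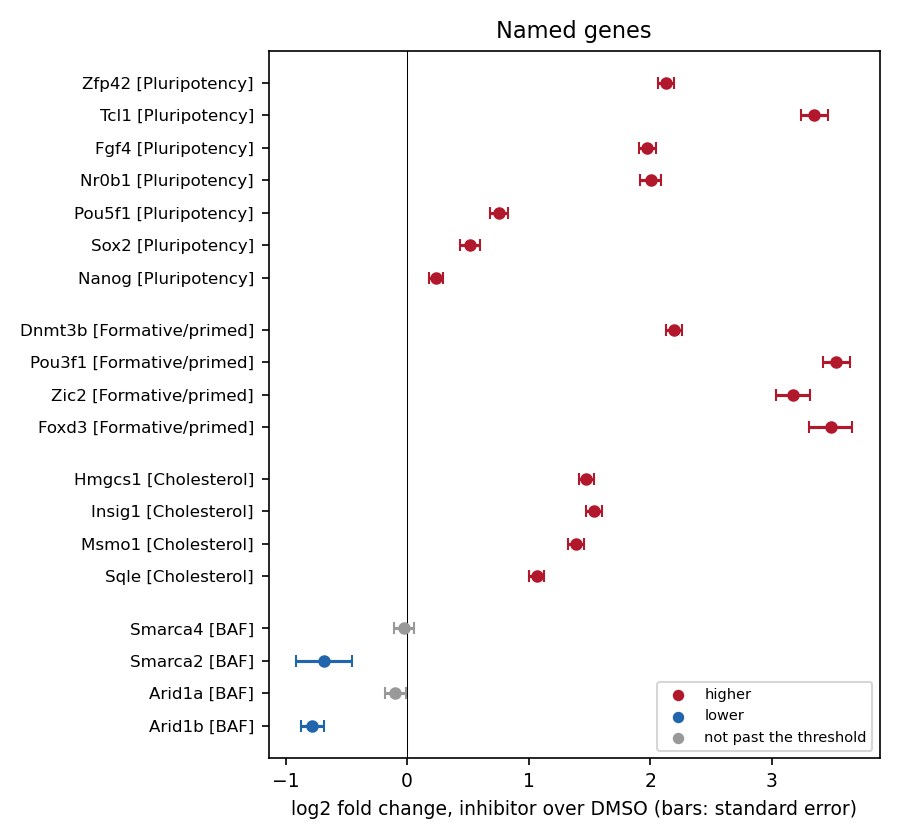
Log2 fold changes (inhibitor over DMSO) of named genes from the pluripotency, formative, cholesterol and BAF lists, as points, with bars of 1 standard error. Red points rose, blue points fell and grey points did not pass; Pou3f1 sits at 3.53 and Smarca4 at −0.02.

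Transcripts of the BAF complex itself moved in both directions, and those of the main ATPase did not pass. Of 31 tested subunit genes 11 rose, 8 fell and 12 did not pass. Adjusted over the list alone, 12 rose and 8 fell. The authors' deposited table gives Smarca4 at −0.02 (SE 0.08, adjusted p = 0.846), Smarca2 at −0.68 (SE 0.23, adjusted p = 0.00774), Arid1a at −0.10 (SE 0.08, adjusted p = 0.371) and Arid1b at −0.78 (SE 0.09, adjusted p = 1.43e-15). The DNA-binding subunits Arid1a and Arid1b are alternative members of the complex. Among the rises with the smallest p-values was Gltscr1l at 1.38 (SE 0.08), beside Actl6a at 0.70 (SE 0.06) and Ss18 at 0.64 (SE 0.06), in the authors' deposited table. The list did not pass the set test (adjusted p = 0.448), and its median was −0.02, its mean 0.09 and the sign of its test positive.

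Polycomb genes, whose complexes oppose BAF on chromatin, also went both ways. Of 32 tested members 11 rose, 10 fell and 11 did not pass, with the same counts adjusted over the list alone (set test adjusted p = 0.109). In the authors' deposited table Phc1 rose to 1.74 (SE 0.07), Jarid2 to 1.07 (SE 0.06) and E130012A19Rik (the symbol there for Epop) to 0.93 (SE 0.07), while Bmi1 was at −1.85 (SE 0.12). Hox genes had no member that rose. Of 24 tested, 5 fell and 19 did not pass, with the same counts adjusted over the list alone and a median of −0.28 (set test adjusted p = 0.210). When log2 fold changes took the place of z statistics, the Hox list passed downward (set test adjusted p = 0.00853). The falls with the smallest p-values in the authors' deposited table included Hoxd8 at −1.75 (SE 0.37), Hoxd13 at −1.02 (SE 0.27) and Hoxd9 at −1.17 (SE 0.35).

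Neural and ectoderm markers had 13 of 30 members higher, 2 lower and 15 not past the threshold, and the same counts adjusted over the list alone. Their set test gave an adjusted p of 0.00277, and an adjusted p of 0.0547 with an inter-gene correlation of 0.05. Neurod1 rose to 3.70 (SE 0.13), Gbx2 to 2.33 (SE 0.12), Tubb3 to 1.59 (SE 0.10) and Stmn2 to 0.96 (SE 0.06) in the authors' deposited table, whereas Sox1 fell. Endoderm markers had 13 of 28 members higher, 4 lower and 11 not past the threshold (14 and 4 adjusted over the list alone). The set test of endoderm gave an adjusted p of 0.00383, and an adjusted p of 0.0547 with an inter-gene correlation of 0.05. The endoderm rises with the smallest p-values in the authors' deposited table were Cubn at 2.85 (SE 0.14), Lama1 at 1.52 (SE 0.08), Apoe at 1.01 (SE 0.07) and Srgn at 1.68 (SE 0.19). These encode an endocytic receptor, a basement membrane laminin, an apolipoprotein and a proteoglycan.

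Mesoderm and trophectoderm markers were split. Of 26 mesoderm markers 4 rose, 6 fell and 16 did not pass, with the same counts adjusted over the list alone (set test adjusted p = 0.592). Bmp4 was at 1.25 (SE 0.10) and Kdr at 2.77 (SE 0.28) in the authors' deposited table, against Eomes at −1.37 (SE 0.15) and Twist1 at −1.42 (SE 0.24). Of 22 trophectoderm markers 5 rose, 8 fell and 9 did not pass (5 and 9 adjusted over the list alone). The trophectoderm set test gave an adjusted p of 0.410 with a negative sign, while the median was 0.03 and the mean −0.05. Cdkn1c was at 1.81 (SE 0.13) and Peg10 at −0.96 (SE 0.06), Krt8 at −1.03 (SE 0.10) and Tfap2c at −0.77 (SE 0.07) in the authors' deposited table. Fibroblast markers, included because a stem cell culture can hold feeder cells, had 4 of 19 members higher, 5 lower and 10 not past the threshold, with the same counts adjusted over the list alone (set test adjusted p = 0.799). Their median was 0.19 and their mean 0.0015. Thy1 at 2.12 (SE 0.15) and Fn1 at 1.12 (SE 0.08) rose, and Fbn1 at −1.69 (SE 0.15) and Col6a2 at −1.68 (SE 0.20) fell, in the authors' deposited table.

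**Figure D3:**
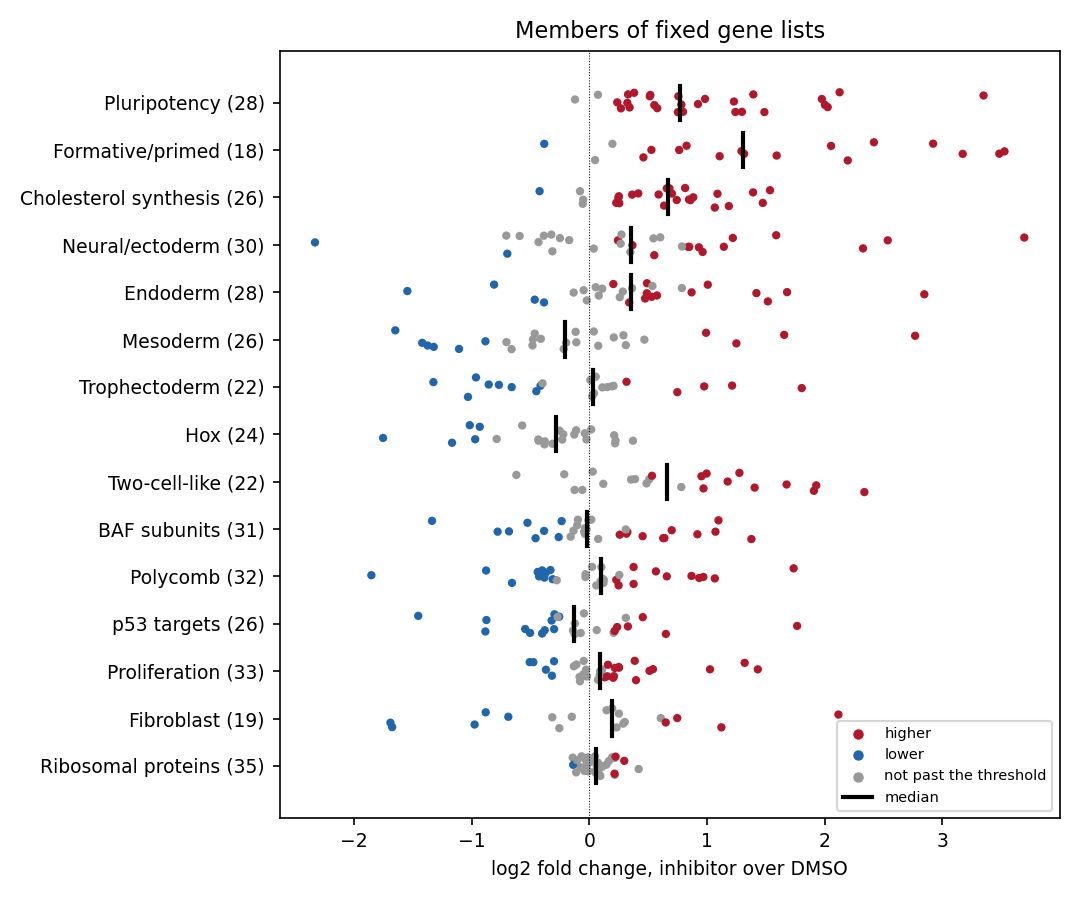
Log2 fold changes (inhibitor over DMSO) of the tested members of 15 gene lists, with the number of members beside each name and the median as a black bar; points are spread vertically only for legibility. Red points rose, blue points fell and grey points did not pass; the medians run from −0.28 for Hox genes to 1.30 for formative and primed markers.

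Genes of cholesterol synthesis and SREBP2 targets, fixed as a single list and called cholesterol synthesis below, rose together. Of 26 tested members 22 rose, 1 fell and 3 did not pass, with the same counts adjusted over the list alone, a median of 0.67 and a set test adjusted p of 1.04e-18. Hmgcs1 was at 1.47 (SE 0.06), Insig1 at 1.54 (SE 0.07), Msmo1 at 1.39 (SE 0.07) and Sqle at 1.07 (SE 0.06) in the authors' deposited table. Hmgcs1, Msmo1 and Sqle are enzymes of the pathway and Insig1 is its sterol-regulated brake. Fatty acid synthesis and LXR target genes had 9 of 18 members higher, 3 lower and 6 not past the threshold (10 and 3 adjusted over the list alone). Their set test gave an adjusted p of 0.00613, and an adjusted p of 0.0547 with an inter-gene correlation of 0.05. Scd1 at 1.13 (SE 0.06), Abcg1 at 1.96 (SE 0.12), Acly at 0.74 (SE 0.06) and Abca1 at 1.02 (SE 0.12) had the smallest p-values of that list in the authors' deposited table. Abca1 and Abcg1 export cholesterol from cells.

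Glycolysis and HIF1 target genes were changed in 22 of 27 members, 17 higher and 5 lower (18 and 5 adjusted over the list alone). The set test gave an adjusted p of 0.00514, and an adjusted p of 0.0549 with an inter-gene correlation of 0.05. Bnip3 at 1.23 (SE 0.08), Pdk1 at 0.82 (SE 0.06) and Kdm3a at 0.91 (SE 0.07) rose and the glucose transporter gene Slc2a3 was at −0.69 (SE 0.05) in the authors' deposited table. Targets of AhR and NRF2 had 14 of 26 members higher and 3 lower (15 and 3 adjusted over the list alone), with a set test adjusted p of 0.00613, and an adjusted p of 0.0654 with an inter-gene correlation of 0.05. Gsta4 at 1.10 (SE 0.06), Mt2 at 0.77 (SE 0.08), Mt1 at 0.61 (SE 0.09) and Abcb1a at 0.79 (SE 0.11) had the smallest p-values among them in the authors' deposited table. Gsta4 is a glutathione transferase, Mt1 and Mt2 are metallothioneins and Abcb1a is a drug efflux pump.

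Targets of p53 moved in both directions. Of 26 tested, 6 rose, 11 fell and 9 did not pass (6 and 12 adjusted over the list alone), and the set test ranked them below other genes with an adjusted p of 0.0394, and an adjusted p of 0.181 with an inter-gene correlation of 0.05. Cdkn1a, the cell cycle inhibitor p21, was at −1.45 (SE 0.08), Mdm2 at −0.88 (SE 0.06) and Btg2 at −0.87 (SE 0.08), while the proapoptotic Pmaip1 was at 1.77 (SE 0.13) in the authors' deposited table. Genes of mitosis and DNA replication had 15 of 33 members higher, 5 lower and 13 not past the threshold, with the same counts adjusted over the list alone (set test adjusted p = 0.186). The cyclins Ccnd1 at 1.32 (SE 0.08) and Ccnd2 at 1.43 (SE 0.12) and E2f2 at 1.03 (SE 0.10) rose and the proliferation marker Mki67 was at −0.48 (SE 0.06) in the authors' deposited table.

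Among signalling targets, canonical Wnt targets had 7 of 17 members higher and 3 lower (8 and 3 adjusted over the list alone), with a set test adjusted p of 0.00561, and an adjusted p of 0.0547 with an inter-gene correlation of 0.05. Without the members it shares with other lists, the adjusted p of the Wnt list was 0.988. Myc at 1.85 (SE 0.09), Ccnd1 at 1.32, Lef1 at 2.92 (SE 0.20) and Bmp4 at 1.25 had its smallest p-values in the authors' deposited table, and all 4 also belong to other lists. FGF and ERK targets had 9 of 21 members higher and 2 lower, with the same counts adjusted over the list alone and a set test adjusted p of 0.0141, and an adjusted p of 0.0835 with an inter-gene correlation of 0.05. Without shared members, the set test adjusted p of the FGF and ERK list was 0.121. Beside Myc, Spry4 at 1.21 (SE 0.07), Etv5 at 0.85 (SE 0.06) and Ier3 at 1.03 (SE 0.13) had the smallest p-values of that list in the authors' deposited table. The LIF and STAT3 list had 6 of 14 members higher and 5 lower, with the same counts adjusted over the list alone (set test adjusted p = 0.592). Lifr at 1.06 (SE 0.07), Stat3 at 0.61 (SE 0.07) and Gadd45g at 1.85 (SE 0.19) rose and Junb was at −0.82 (SE 0.09) in the authors' deposited table. Targets of Nodal, TGF-beta and BMP had 8 of 19 members higher and 5 lower (8 and 6 adjusted over the list alone; set test adjusted p = 0.935). Inhbb at 3.27 (SE 0.21) and Id3 at 1.68 (SE 0.14) rose and Lefty1 was at −0.64 (SE 0.07) in the authors' deposited table, beside the fall of Cyr61.

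Markers of the two-cell-like state, a rare state of stem cell cultures that resembles the early cleavage embryo, had 11 of 22 members higher, 0 lower and 11 not past the threshold (12 and 0 adjusted over the list alone). The median was 0.66 and the set test gave an adjusted p of 0.0782, against an adjusted p of 5.84e-06 when log2 fold changes took the place of z statistics. Eif1a was at 0.53 (SE 0.07), Zscan4c at 2.34 (SE 0.36), Gm5662 at 1.93 (SE 0.36) and Zscan4d at 1.91 (SE 0.36) in the authors' deposited table. Zscan4c, Zscan4d and Gm5662 have near-identical copies, so their separate values are uncertain. Germline genes, usually silenced by DNA methylation, had 9 of 26 members higher, 9 lower and 8 not past the threshold, with the same counts adjusted over the list alone (set test adjusted p = 0.615). Their median was −0.06, their mean 0.04 and the sign of the test positive. Rpl10l at 1.56 (SE 0.10), Tex19.1 at 1.04 (SE 0.08) and Mael at 1.04 (SE 0.12) rose and Rec8 was at −0.85 (SE 0.11) in the authors' deposited table. Imprinted genes had 7 of 27 members higher and 12 lower (7 and 13 adjusted over the list alone; set test adjusted p = 0.0580, and adjusted p = 0.0340 without members shared with other lists). Beside Grb10, Peg10 and Cdkn1c, Gnas was at −0.73 (SE 0.07) in the authors' deposited table.

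The stress and interferon lists did not pass the set test. The integrated stress and unfolded protein response had 15 of 32 members higher and 3 lower (16 and 4 adjusted over the list alone; set test adjusted p = 0.317), with Ddit4 at −0.88 (SE 0.06), Cth at 0.86 (SE 0.07), Slc7a5 at 0.61 (SE 0.07) and Slc3a2 at 0.54 (SE 0.06) in the authors' deposited table. Heat shock genes had 10 of 17 members higher and 1 lower, with the same counts adjusted over the list alone (set test adjusted p = 0.160, and adjusted p = 0.0218 on ranks). The member that fell was Hspa4l at −1.08 (SE 0.09), beside Hspb1 at 0.73 (SE 0.07), Ahsa1 at 0.36 (SE 0.06) and Hsp90aa1 at 0.43 (SE 0.07), in the authors' deposited table. Interferon response genes had 12 of 31 members higher and 5 lower, with the same counts adjusted over the list alone (set test adjusted p = 0.160). Oas1a at 1.84 (SE 0.17), Ifitm1 at 0.59 (SE 0.07), Psmb8 at 0.94 (SE 0.13) and Ifi35 at 0.83 (SE 0.12) had the smallest p-values of that list in the authors' deposited table, and the value of Oas1a, which has close copies, is uncertain.

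The listed ribosomal protein genes were changed less often than other genes. Of 35 tested, 3 rose, 1 fell and 31 did not pass, a called share of 11.4% against 45.1% of all genes (Fisher's exact test, two-sided, adjusted p = 2.43e-04), and 2 rose and 0 fell adjusted over the list alone. Rpl23 at 0.30 (SE 0.08), Rps24 at 0.22 (SE 0.07), Rps2 at 0.21 (SE 0.09) and Rps14 at −0.14 (SE 0.06) are the 4 called members in the authors' deposited table, and the set test gave an adjusted p of 0.799. Of the 51 tested genes with symbols of Rpl and a digit 11 rose and 0 fell, and of the 46 with Rps and a digit, which take in some genes outside the ribosome, 11 rose and 5 fell. Histone genes had 3 of 20 members higher, 1 lower and 16 not past the threshold, with the same counts adjusted over the list alone (set test adjusted p = 0.592). H2afx at 0.80 (SE 0.08), Hist1h2bc at 0.78 (SE 0.18) and Hist1h2ae at 0.99 (SE 0.37) rose and H1f0 was at −0.25 (SE 0.08) in the authors' deposited table; Hist1h2bc and Hist1h2ae have close copies, so their values are uncertain. By the same Fisher's exact test, the called share was above that of other genes for pluripotency (92.9%, adjusted p = 4.78e-06), formative markers (88.9%, adjusted p = 9.39e-04), cholesterol synthesis (88.5%, adjusted p = 1.25e-04) and glycolysis (81.5%, adjusted p = 9.39e-04).

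The standard error differed between genes and set which changes could be called. Over 4 equal groups of genes ranked by standard error, from the smallest to the largest, 58.1%, 55.6%, 45.0% and 21.7% of genes passed. At the median standard error of 0.124 a gene passed from a log2 change of 0.28, and at the largest, 0.365, from 0.83. Smaller deposited changes of genes with such standard errors could not be called here. Whether the authors shrank the fold changes was not given in the sources used here. Standard errors reached only 0.365, and only 0.219 in genes without an adjusted p, a pattern that shrinkage could give. If the fold changes were shrunken, those of imprecisely measured genes are understated, and the standard error need not rank genes by precision. Of the 28 lists tested as sets 11 passed, 10 higher and 1 lower; with an inter-gene correlation of 0.05 the lists that passed were pluripotency, formative markers and cholesterol synthesis.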

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

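The description by 4 groups of the standard error, in place of mean expression, all threshold alternatives for BAF subunits and the correlation of 0.05 for symbol families were added after the data were seen; the other alternatives were fixed earlier. No paired analysis was possible because the table holds no values per sample; for the same reason leaving out samples, splitting them otherwise, other normalizations, count tests, pseudocounts and a minimum mean of 50 normalized counts were not run, and depth limits could be read only from the standard errors. The 7876 calls became 3544 (1965 higher, 1579 lower) at 1.5-fold or more and 1592 (1023 higher, 569 lower) at 2-fold or more, as fewer genes can pass, and stayed within 1.5 times the count, with rises in the majority, at adjusted p thresholds of 0.01 (6353) and 0.1 (8809) and with adjustment over all genes with a fold change (7753). At an adjusted p of 0.01, 30.2% of rises and 18.4% of falls reached 2-fold, median sizes were 0.618 and 0.544, and the called shares in the 4 groups from small to large standard error were 48.5%, 46.2%, 36.8% and 13.9%. At that threshold 3 of 137 named genes (Hist1h2ae, Rps2 and Rps14) no longer passed. Risen pluripotency genes numbered 16 at 1.5-fold and 10 at 2-fold, and risen cholesterol genes 6 at 2-fold. BAF subunits counted 7 higher and 3 lower at 1.5-fold, and 3 higher and 1 lower at 2-fold.

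Pluripotency, formative markers and cholesterol synthesis passed the set test under every alternative run. Of 28 lists, 11 passed in the test as reported, 3 with a correlation of 0.05 (3 higher, 0 lower), and 7 with log2 fold changes (6 higher), of which 5 were among the 11; on ranks 0 lower lists passed, and without shared members 2 lower lists did. With a correlation of 0.05, adjusted p was 0.0547 for endoderm, neural markers, fatty acids and Wnt, 0.0549 for glycolysis, 0.0654 for AhR and NRF2, 0.0835 for FGF and ERK and 0.181 for p53; a larger assumed correlation widens the null by construction. For the other losses of a call the cause was not tested: on ranks neural markers (0.0601), fatty acids (0.0648), p53 (0.106), FGF and ERK (0.234) and Wnt (0.294); with log2 fold changes Wnt (0.119), glycolysis (0.158), fatty acids (0.195), AhR and NRF2 (0.292), p53 (0.420) and FGF and ERK (0.428); without shared members FGF and ERK (0.121) and Wnt (0.988). Lists that came to pass were heat shock (0.0218) and two-cell-like (0.0103) on ranks, Hox (0.00853) and two-cell-like (5.84e-06) with log2 fold changes, and imprinted genes (0.0340) without shared members. After the GC content and length trend was removed, the 11 lists passed again and imprinted genes came to pass (0.0419). Unlike the other values, these were adjusted over the 28 lists and the pooled list of pluripotency and formative genes.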

Other observations

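The tests of cell shares, of LXR targets, of the distance between neighbours and of the GC content trend in neighbour pairs were chosen after the results were seen. The rule for reading the test of cell shares was also changed more than once after its values were known. A rule that asks for a lower bound above 0 in any list would argue against that explanation. A rule that asks for intervals of the lists that do not overlap leaves it open. Genes were also grouped by the stem of their symbols: of 206 families with at least 10 tested members, 5 passed the set test (cameraPR, Benjamini-Hochberg over the 206), but with a correlation of 0.05 only Platr did (adjusted p = 0.0160), against 0.0581 for Klf, Man and Pou and 0.0939 for Nlrp. The Platr family of long noncoding RNAs, named for association with pluripotency, had 7 of 12 members higher and 0 lower, with a median of 0.69 (adjusted p = 6.27e-04). Klf transcription factors had 10 of 17 members higher and 2 lower (median 0.48, adjusted p = 0.00376), led by Klf2 at 2.03 and Klf4 at 1.24 in the authors' deposited table, while Klf6 at −0.52 and Klf14 at −1.21 fell; Klf2, Klf4 and Klf5 also belong to the pluripotency list. Pou factors had 6 of 12 higher and 2 lower (median 0.47, adjusted p = 0.00615), among them Pou5f1 and Pou3f1 of the fixed lists. Nlrp genes, several of them best known from oocytes, had 7 of 12 higher and 0 lower (median 0.79, adjusted p = 0.0128), with Nlrp9b at 2.97 and Nlrp4a at 2.36 in the authors' deposited table; some have close copies, so these values are uncertain. Symbols of Man followed by a digit, mostly alpha-mannosidases that trim sugars of glycoproteins, had 8 of 10 members lower and 0 higher (median −0.53, adjusted p = 0.00615), with Man2b2 at −0.76 and Man1c1 at −0.81 in the authors' deposited table. The beta-mannosidase gene Manba, outside that rule, rose to 1.79 (SE 0.07) in the authors' deposited table. These genes were named after their values were seen.

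Pluripotency genes and formative markers rose together, although naive and formative cells are successive states. The pluripotency list holds both naive and general factors, so the lists do not fully separate these states. GC content and transcript length are argued against as the whole cause, since the pooled median of the 46 members was 0.875 before and 0.826 after removing that trend (95% interval 0.524 to 1.28). A gained chromosome is argued against by the spread of the risen members, of which at most 4 of 41, a share of 0.0976 (upper bound 0.231), lay on 1 chromosome. A larger share of stem cells with no other change would lower the markers of other cell types. Endoderm, with the highest lower bound of 5 such lists, did not fall as a list (median 0.351, 99% interval 0.0543 to 0.556). Endoderm and neural markers passed the set test upward (adjusted p = 0.00383 and 0.00277), but not with a correlation of 0.05 (0.0547 for both). The intervals of the other lists include 0 (neural −0.250 to 0.849, mesoderm −0.682 to 0.249, trophectoderm −0.660 to 0.206, fibroblast −0.688 to 0.607). The test cannot decide, since it rests on 1 list picked from 5 and stem cells may express some endoderm markers. A larger share alone would raise all markers made only by stem cells by 1 common factor. The pluripotency and formative members had a standard deviation of 0.992 beyond their standard errors (bounds 0.759 and 1.17). This spread argues against a larger share as the whole cause, as far as the members are made only by stem cells. Members also made by other cells could rise less, so a larger share as part of the cause stays open. A candidate explanation that stays open is that BAF inhibition raises both gene programs within the same cells; a new mixture of naive and formative cells, which values per cell would separate, stays open too, and so does a difference between the cultures of the groups.

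Genes of the cholesterol synthesis list, which includes SREBP2 targets, rose with a median of 0.670. After removing the GC content and length trend the median was 0.671 (95% interval 0.336 to 0.833), which argues against that trend as the cause. A shortage of sterols alone could raise these genes and would lower the sterol-activated LXR targets. The mean of Abca1, Abcg1, Mylip, Srebf1 and Lpcat3 was 0.673 (−0.138 to 1.49, 2 standard errors between the 5 genes). With Abcg1 at 1.96 and Lpcat3 at −0.41 in the authors' deposited table, they disagree too much to decide, so a shortage of sterols and a direct effect of the inhibitor on either gene group cannot be told apart.

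Neighbouring genes changed in the same direction more often than shuffled directions allow, in a share of 0.639 of 3354 pairs in which both genes were called (shuffled mean 0.50, highest 0.539; permutation p = 1e-05, the smallest that 100000 shuffles can give). Read-through and shared promoters are argued against for distant pairs, since the share was 0.608 of 921 pairs at least 50 kb apart (shuffled highest 0.574, permutation p = 1e-05), but remain open for pairs under 1 kb apart, with a share of 0.749 of 438 (0.706 to 0.789). GC content and length are argued against by a share of 0.638 of 3341 pairs after removing the trend. Pairs with different symbol stems gave 63.3% of 3191. Only 163 pairs had the same stem, and related genes can have different stems, so shared reads stay open. The share declined along the chromosome to 53.1% at the fifth gene and 49.7% at gene number 20. Shared local regulation is a candidate explanation that was not tested apart from the pattern itself, and no unrelated treatment was analysed here for contrast.

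Runs of at least 5 adjacent tested genes called in 1 direction numbered 72, against a mean of 15.7 and at most 26 in 100 shuffles, chosen for counting after the neighbour result was seen. These shuffles also scattered which genes were called, so clustering of called genes alone could give more runs. The excess of runs therefore does not show a shared direction. The longest run had 9 genes, no longer than the longest in the shuffles, and lay on chromosome 7 from 127342795 to 127491513, from Zfp768 to Fbrs, with log2 fold changes from −1.28 to −0.32. Rises made up 64.3% of the genes called at 2-fold or more, 62.2% after removing the GC content and length trend (59.7 to 64.6), and between 57.0% and 83.2% in the 4 groups of the standard error. The median of the longest genes by genomic span minus that of the shortest was −0.0135 (95% interval −0.0349 to 0.00386, permutation p = 0.101). A p of 0.05 or more had been set in advance to reject a fall of long genes, but it cannot, since the interval covers small falls. The difference turned with the standard error, from −0.0720 and −0.0214 to 0.00132 and 0.0576 over the 4 groups from small to large standard error. Spearman's rho of span and fold change across genes, which are not independent replicates, was 0.00236. Of 20 chromosomes with at least 50 tested genes, none had a median that differed by more than 0.3 from that of all other genes, with the largest difference, −0.0569, on chromosome 12.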
